A study of Mus musculus with 8 samples. Its data were reported in "Myeloid- and epithelial-derived RELMα contribute to tissue repair following lung helminth infection" (2023).

How the data were processed

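RNA from single-cell suspensions of digested right lung lobes was measured with the NanoString nCounter Mouse Immunology panel, in which a colour-coded probe is hybridised to each target transcript and the bound molecules are counted without amplification. Per the labels, 50 ng of total RNA was used per sample, and the panel reads 561 targets alongside 15 genes meant as internal references. All 8 samples came from mice carrying *Retnla* (the gene of RELMα) flanked by loxP sites, at day 30 post infection with the hookworm-like nematode *Nippostrongylus brasiliensis*, whose larvae pass through the lung. The CC10-Cre driver, switched on by tamoxifen, deletes the flanked gene in club cells, the secretory epithelial cells of the airway. The titles of the samples put 3 in the Cre-negative group (RELMα F/F, replicates 1, 4 and 5) and 5 in the Cre-positive group (RELMα ΔCC10, replicates 1 to 5). The study's methods state that lung cell specimens were pooled from several experiments, and the experiment each sample came from is not given in the sources used here.

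The authors deposited log2 values, 1 column per sample, for 547 genes. Their methods name the NanoTube package in R, with no version or settings. Raised to the power of 2, 100% of the values were whole multiples of 1 step per sample within a tolerance of 0.001 (largest departure 8.32e-05). The deposited log2 values therefore behave as whole counts times 1 factor per sample. A whole number subtracted or added before the scaling is not excluded by this. The whole counts recovered in this way ranged upward from 1. Which probes set the factor is not given in the sources used here. Positive and negative controls and the panel's internal reference genes were not among the rows analysed, so the change in the reference genes and a rescaling to them were not computed, and the background level was not measured. A low-value filter stood in its place. *Retnla* and the driver gene *Scgb1a1* were likewise not among the rows analysed here, so the deletion could not be checked in these samples. Of the 547 symbols, 531 were current in the mouse RefSeq table of the GRCm38.p6 assembly, 14 were older symbols and 2 had no match. The table served for names only, since no genome build applies to the probes. Probes for members of near-identical families (*C4a* and *C4b*, the *Klra* genes) may bind more than 1 member, and values of these genes are uncertain in that respect.

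The 478 genes with a mean of at least 20 over the 8 samples on the linear scale (scaled counts) were tested, and 69 were left out. The main test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the deposited log2 values, RELMα ΔCC10 minus RELMα F/F, with no covariate and with Benjamini-Hochberg adjustment at 0.05. The study's methods name the NanoTube package and an adjusted p threshold; limma was chosen here as the test of that package, and the low-value filter is a choice made here. Single values were compared by exact permutation over all 56 splits of the 8 samples into 3 and 5, two-sided, for which the smallest possible p is 0.0179. For the share of variance lying between the genotypes, a share as large or larger was counted. Limma's adjusted p values and standard errors refer to 3 and 5 samples.

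The 14 gene lists were written before the data were examined, and 2 of them were shortened afterwards. A pair of them hold the genes that the study's pathway table gives as lower or higher in RELMα ΔCC10 lung cells. For Hla-dmb, given as higher, *H2-DMb2* stands as the mouse counterpart. The study chose the genes of this pair from its own comparison of these genotypes, so they are no independent evidence. Another pair hold genes it reported as higher (18) or lower (19) in the constitutive knockout. These are genes named for that comparison in its text or pathway table, a part of those it called, and which part was the choice of its authors. The genes that the table gives under human HLA names were left out of both lists. In 2 alternatives chosen after seeing the data, the mouse counterparts of those given as lower were added to the lower list, first class II alone (*H2-Aa*, *H2-Ab1* and *H2-Eb1*), then with *H2-K1* for class I. Hla-dob, which the table gives in both directions, was not added. As first written, both lists also held genes read from a picture of a heatmap or named by the study for another comparison. These were removed for that reason after the results of the longer lists had been seen, and all values given here are from the shortened lists. The remaining lists are complement, type 1 and interferon-induced genes, type 2 and repair genes, T cells, B cells, NK cells, macrophages and monocytes, neutrophils, epithelium and stroma, and glucocorticoid-induced genes. The T-cell list as written holds *Cd3eap*, which is no T-cell marker; the median of the list was -0.18 with it and -0.19 without. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry, adjusted over the 14 lists. A list score is the mean, over its genes, of the deviation from the gene's mean over the 8 samples.

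The genes named in the text were chosen by a rule set before the data were examined: *Retnla* and *Scgb1a1* where present, *Fkbp5*, every gene past an adjusted p of 0.05 (at most 10), the 5 genes with the lowest unadjusted p in each direction, at most 2 members per list by unadjusted p, and the reference genes as a set. Some genes that this rule picks are not reported here. Alternatives set beforehand were rescaling to equal medians, quantile normalization, no low-value filter, a filter at a mean of 100, a pseudocount of 10, an intensity trend in eBayes, array weights, each sample left out in turn, the replicate number as a block, and a per-gene exact permutation test. Count-model tests planned as a further alternative on recovered counts were not run. Limma's voom weights on those counts, in their place, and a covariate for the stromal score were added after seeing the data.

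The recovered counts summed to between 163830 and 381045 per sample over the 547 genes. The fit and camera were tested on simulated log2 values for the same 478 genes and the same 3 against 5 samples, with the residual spread of each gene, over 50 runs with 40 changed genes each. At an adjusted p of 0.05 the fit recovered 23.6% of genes changed by 0.5 log2 units, 77% of those changed by 1, 92.8% at 1.5 and 98.2% at 2, and 5.63% of its calls were false. Of unchanged genes, 5.24% lay at an unadjusted p under 0.05. At an unadjusted p under 0.05, camera called 100% of lists of 14 genes changed by -0.45 log2 units and 0% of unchanged lists. The simulated genes varied independently, unlike real ones, so these rates of camera do not carry over to the real lists. With 40 changed genes the adjustment is milder than with few. Exact Poisson intervals (95%) are given for the counts of *Fkbp5*; these cover counting error only.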

Results

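Gene expression was measured in lung cells of 8 infected mice at day 30 post infection with the NanoString Mouse Immunology panel: 3 RELMα F/F mice (Cre-negative) and 5 RELMα ΔCC10 mice (Cre-positive), in which RELMα is deleted from CC10-expressing airway epithelial cells. The comparison asks whether loss of epithelial RELMα changes gene expression in the whole lung at this late time point. Recovered counts summed to 223974, 270141 and 270934 in RELMα F/F replicates 1, 4 and 5. In RELMα ΔCC10 replicates 1 to 5 the totals were 196993, 163830, 231419, 256160 and 381045. The deposited values had been scaled, and on that scale the totals ranged from 232784 to 251710. The 10 most abundant genes took between 24.9% and 31.8% of the counts of a sample. Pearson's r across the 478 tested genes, which are not independent replicates, was 0.956 to 0.987 in the 13 pairs of samples of the same genotype and 0.958 to 0.984 in the 15 pairs of different genotype. Counts of all 28 pairs of samples differed by more than sampling noise (chi-square per degree of freedom 3.81 to 38.0, and 6.09 to 38.0 within a genotype), so no pair looked like 1 hybridisation deposited more than once. That the samples are separate animals rests on the labels. The deleted gene, *Retnla*, was not analysed here, and the genotypes rest on the labels alone.

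The study asked by principal component analysis whether samples clustered by genotype. The first component held 40.2% of the variance and the second 16.0%. Neither separated the genotypes (exact permutation p 0.393 and 0.786, two-sided). Of the first 4 components, the fourth, with 10.6% of the variance, differed between the genotypes at the smallest p that 56 splits can give (exact permutation p 0.0179, or 0.0714 after adjustment over the 4 components). Genotype accounted for 14.7% of the total variance, against a mean of 14.3% over the 56 splits of the samples (exact permutation p 0.375). With single samples left out this share ranged from 12.1% to 20.3% (exact permutation p 0.190 to 0.810). With fewer samples the mean over splits is itself higher, so these shares are not to be set against 14.3%. RELMα ΔCC10 replicate 3 lay farthest out on the first component, at 9.55, followed by RELMα ΔCC10 replicate 1 at 4.35. The mean distance between samples was 11.5 log2 units within RELMα ΔCC10 and 8.18 within RELMα F/F. This difference of 3.28 did not pass the exact permutation test (p 0.0536, two-sided). It moved past the threshold after rescaling to equal medians (2.80, p 0.0357), and without RELMα ΔCC10 replicate 2 (3.60, p 0.0286) or replicate 3 (2.27, p 0.0286). The difference stayed short of the threshold in 10 of the 13 alternatives, with an exact permutation p of up to 0.333. Among these were quantile normalization (2.23, p 0.107) and the filter at a mean of 100 (2.64, p 0.179).

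**Figure D1:**
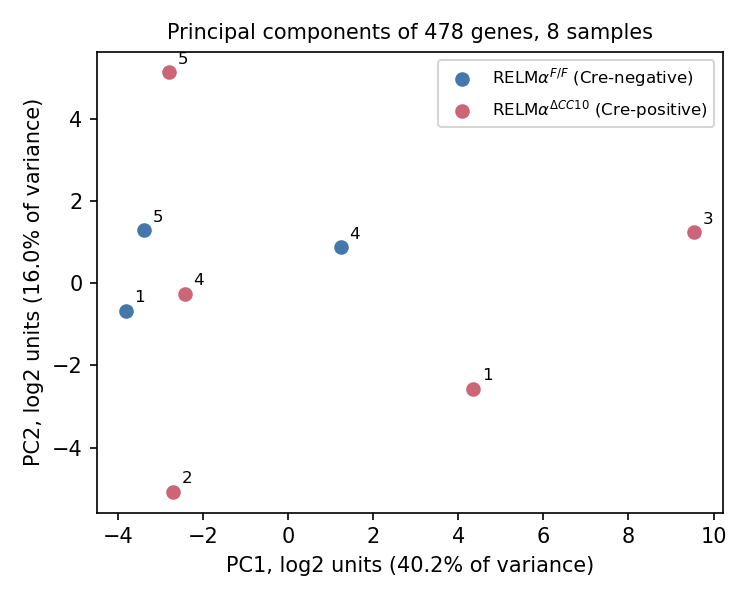
First and second principal components of the 8 samples over 478 genes, in log2 units, with the replicate number beside each point and colour showing the genotype. On the first component, RELMα F/F replicates 1 and 5 lie lowest, at -3.82 and -3.38, next to RELMα ΔCC10 replicates 2, 4 and 5 at -2.80 to -2.42, and RELMα ΔCC10 replicate 3 lies farthest out, at 9.55.

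The next question was which genes differed between the genotypes. With limma on the deposited log2 values, 0 of 478 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.207. At an unadjusted p under 0.05 there were 26 genes, 18 lower and 8 higher in RELMα ΔCC10 lung cells, where chance alone gives 23.9. The exact permutation test per gene gave 0 genes after adjustment, which carries no information here, since 171 genes would have to reach the smallest possible p of 0.0179 and 8 did. The alternative that moved the number of adjusted calls most was limma's array weights, with 2 genes (*Fkbp5* and *Il23a*). Values of RELMα ΔCC10 and RELMα F/F samples did not overlap in 20 genes (16 lower and 4 higher). That is 4.18% of the tested genes, and chance gives 3.57%, or 17.1 genes. In all, 291 genes had a lower mean in RELMα ΔCC10 and 187 a higher one (60.9% lower; exact permutation p 0.429, two-sided). The median log2 change was -0.063, and under quantile normalization the share of lower genes was 48.95%, on the other side of even.

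*Fkbp5*, which codes for a binding protein of the glucocorticoid receptor complex, had the lowest p of all tested genes. Its scaled count was 154 ± 17.2 (SD, n = 3) in RELMα F/F and 63.3 ± 19.9 (SD, n = 5) in RELMα ΔCC10. The log2 change was -1.34 (SE 0.26), a 2.54-fold difference, with an adjusted p of 0.207 by limma. All 5 RELMα ΔCC10 samples lay below all 3 RELMα F/F samples, and the exact permutation p was 0.0179, the smallest that 56 splits can give. The scaled counts were 163, 134 and 165 in RELMα F/F replicates 1, 4 and 5. They were 49.6, 88.9, 37.7, 70.5 and 69.5 in RELMα ΔCC10 replicates 1 to 5. Behind them stood 35 to 180 recovered counts per sample. The highest RELMα ΔCC10 sample had a Poisson interval (95%) of 68.0 to 114.2 scaled counts, and the lowest RELMα F/F sample one of 113.7 to 157.9. Whether *Fkbp5* passed the adjusted threshold changed with the processing. It passed after rescaling to equal medians (log2 change -1.32, adjusted p 0.0210) and after quantile normalization (-1.29, adjusted p 0.0240). Its adjusted p over all settings ranged from 0.0201 to 0.994, the highest without RELMα F/F replicate 5. In that fit its log2 change was still -1.29 (SE 0.32), and no gene had an adjusted p below 0.994. Its direction was the same in each of the 17 alternatives that held the gene.

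**Figure D2:**
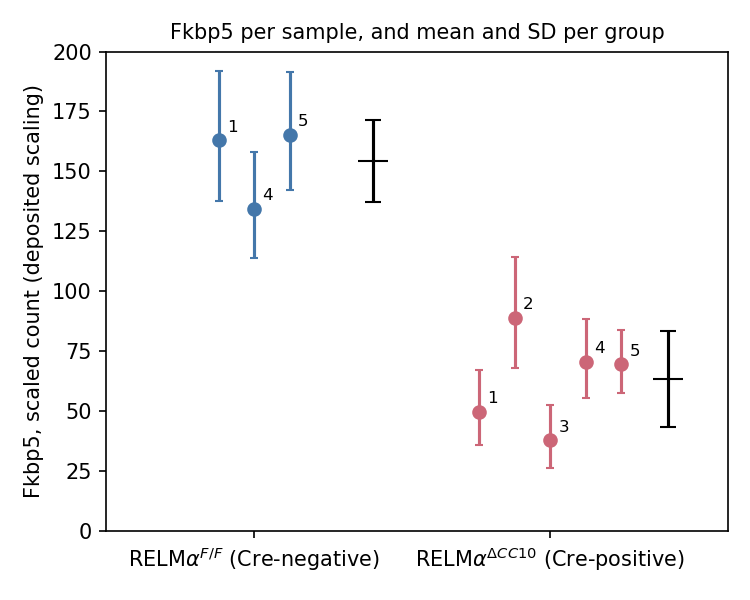
Scaled counts of *Fkbp5* in each sample (points, replicate number beside each, bars showing the exact 95% Poisson interval of the count) and the mean ± SD of each genotype (black). The RELMα ΔCC10 samples lie between 37.7 and 88.9 and the RELMα F/F samples between 134 and 165.

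**Figure D3:**
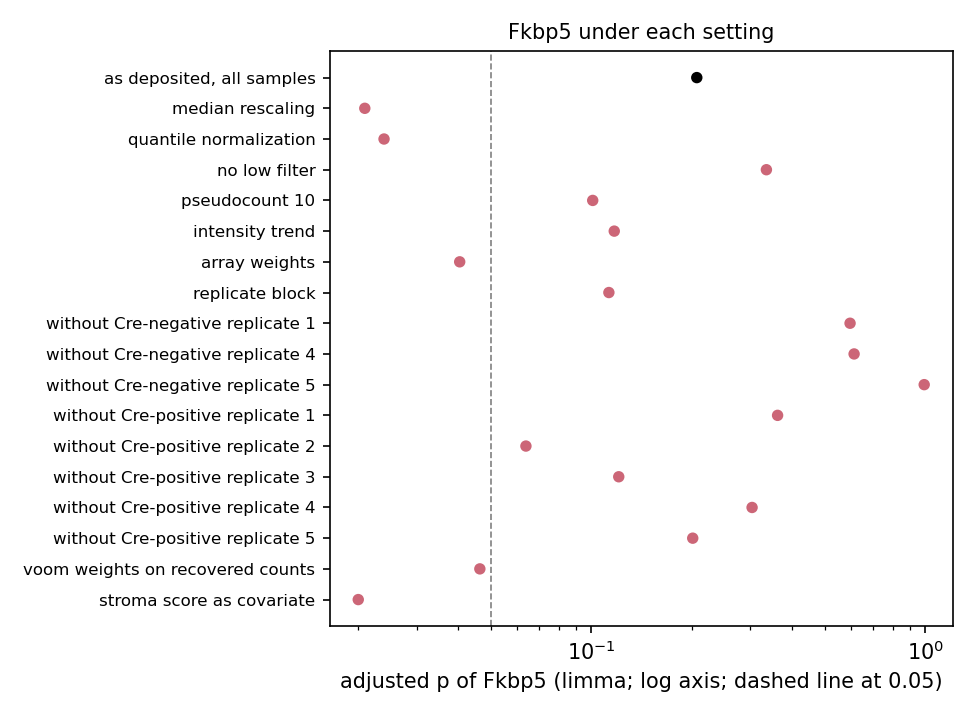
Adjusted p of *Fkbp5* by limma under each setting, on a log axis with the threshold of 0.05 as a dashed line and the deposited values with all samples in black. It passed the threshold in 5 of the 17 alternatives and ranged from 0.0201 to 0.994. The highest value is from the fit without RELMα F/F replicate 5, in which no gene had a lower adjusted p.

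Among the genes with the lowest p in the lower direction, *Fkbp5* was followed by *Il23a* (log2 change -0.88, SE 0.19), *Ifih1* (-0.58, SE 0.17), *Il1a* (-0.45, SE 0.14) and *Il12b* (-0.65, SE 0.20). In the higher direction these included *Cxcr5* (0.64, SE 0.23), *Ahr* (0.43, SE 0.16), *Ms4a1* (0.63, SE 0.24) and *Pax5* (0.52, SE 0.21). By limma, the adjusted p was 0.214 for *Il23a*, and between 0.824 and 0.852 for the other genes named here after *Fkbp5*. Scaled counts of *Il23a* were 269 ± 28.8 (SD, n = 3) in RELMα F/F and 148 ± 28.3 (SD, n = 5) in RELMα ΔCC10. *Il23a* was lower in 5 of 5 RELMα ΔCC10 samples than in any RELMα F/F sample, and passed the adjusted threshold only with array weights (log2 change -0.85, adjusted p 0.0404), its adjusted p ranging from 0.0404 to 0.994 over the alternatives. Scaled counts of *Cxcr5* were 69.3 ± 0.97 (SD, n = 3) in RELMα F/F and 112 ± 37.5 (SD, n = 5) in RELMα ΔCC10.

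Gene lists were compared to ask whether sets of genes moved together. By camera at a preset correlation, 4 of the 14 lists passed an adjusted p of 0.05. The genes that the study's pathway table gives as lower had a median log2 change of -0.46 (13 of 14 tested genes lower, adjusted p 1.89e-07), led by *Il23a* and *Ifih1*. Those it gives as higher had a median of 0.37 (3 of 3 higher, adjusted p 6.16e-04), led by *Ahr* and *Cxcr4*. The remaining gene was *H2-DMb2* (log2 change 0.37), the mouse counterpart of Hla-dmb in that table. Both lists were chosen by the study from its own comparison of these genotypes, so their shift is not independent evidence. The B-cell list was higher (median 0.34, 9 of 12 genes, adjusted p 1.31e-06), led by *Cxcr5* and *Ms4a1*. The type 1 and interferon-induced list was lower (median -0.21, 14 of 20 genes, adjusted p 0.0268), led by *Ifih1* and *Il12b*. It shares 3 genes with the study's lower list, these leading genes among them, so its shift is not wholly independent either. The call was lost without RELMα F/F replicate 1 (median -0.14, adjusted p 0.0634) and without RELMα ΔCC10 replicate 3 (median -0.12, adjusted p 0.101). With an estimated correlation between genes, 0 lists passed camera, the smallest adjusted p being 0.0940. Fry passed 3 lists, the study's lower and higher lists and the list of genes lower in the constitutive knockout (adjusted p 0.0375 each). Fry gave the B-cell list an adjusted p of 0.224 and the type 1 list 0.406. After rescaling to equal medians and after quantile normalization, fry no longer passed the list of genes lower in the constitutive knockout (adjusted p 0.695 and 0.176) and passed the type 1 list (0.0460 and 0.0440). The exact permutation test of the list scores passed none after adjustment over the 14 lists (smallest adjusted p 0.125), which the design nearly fixes, since at least 6 lists would have to be at the smallest possible p and 2 were. Adjusted over the list alone, 4 genes of the study's lower list and 1 of the glucocorticoid-induced list passed 0.05, and 0 in each of the other 12 lists, against 0 over all genes tested. The count of 4 is not independent evidence, for the reason given. Without RELMα ΔCC10 replicate 4, camera passed 7 lists.

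The lists from the constitutive knockout hold only genes that the study names in its text or pathway table, a part of those it called, without those the table gives under human HLA names. The genes lower in that knockout had a median log2 change of -0.091 here, and 13 of the 19 were lower, with *Il1a* and *Il6* having the lowest p. By camera the adjusted p was 0.218. The mean score of this list was lower in all 5 RELMα ΔCC10 samples than in all 3 RELMα F/F samples (difference -0.12, exact permutation p 0.0179). After rescaling to equal medians the difference was -0.090 (exact permutation p 0.357), and after quantile normalization -0.048 (p 0.125, exact permutation). It fell short of the threshold without RELMα ΔCC10 replicate 1, 2 or 4 as well (exact permutation p 0.0571 each). With *H2-Aa*, *H2-Ab1* and *H2-Eb1* added, the mouse counterparts of the HLA class II genes that the table gives as lower in the knockout, 13 of 22 genes were lower (median -0.027, camera adjusted p 0.703). Fry then gave an adjusted p of 0.342, and the difference in score was -0.078 (exact permutation p 0.0714). These 3 genes were all higher here (log2 change 0.16, 0.22 and 0.087). The genes higher in the constitutive knockout had a median of -0.019 (8 higher and 10 lower), with *Klrd1* and *Relb* having the lowest p.

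The remaining lists did not pass camera on the deposited values with all samples and equal weights. Median log2 changes were -0.13 for complement (led by *Cfb* and *Cfd*), -0.18 for T cells (*Cd27* and *Cd28*) and -0.24 for NK cells (*Klrd1* and *Klra8*, adjusted p 0.0955). Medians were 0.13 for neutrophils (*S100a8* among the members with the lowest p, adjusted p of the list 0.105), -0.17 for epithelium and stroma (*Pigr* and *App*) and -0.054 for glucocorticoid-induced genes (*Fkbp5* and *Cdkn1a*). NK cells passed after rescaling to equal medians (median -0.21, adjusted p 0.0365) and quantile normalization (-0.23, adjusted p 0.0248), and neutrophils with the filter at a mean of 100 (0.20, adjusted p 0.0494). With single samples left out, NK cells passed without RELMα ΔCC10 replicate 4 (-0.40, adjusted p 0.00210). Neutrophils passed without RELMα F/F replicate 1 (0.33, adjusted p 0.00505), RELMα ΔCC10 replicate 1 (0.24, adjusted p 0.00613) or RELMα ΔCC10 replicate 4 (0.14, adjusted p 0.0191). T cells passed without RELMα ΔCC10 replicate 4 (-0.23, adjusted p 0.0424). Fry passed none of these 3 lists in those fits. Macrophages and monocytes (*Tlr2* and *Cybb*) had a median of -0.0044, and type 2 and repair genes (*Il10* and *Ccl22*) one of -0.0048; both turned positive after rescaling to equal medians and after quantile normalization. The type 2 list had a mean of 0.0086, opposite in sign to its median. Camera, which ranks a list against the other genes, gave these last 2 lists and the genes higher in the constitutive knockout an upward direction, and fry a downward one, none past the threshold.

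**Figure D4:**
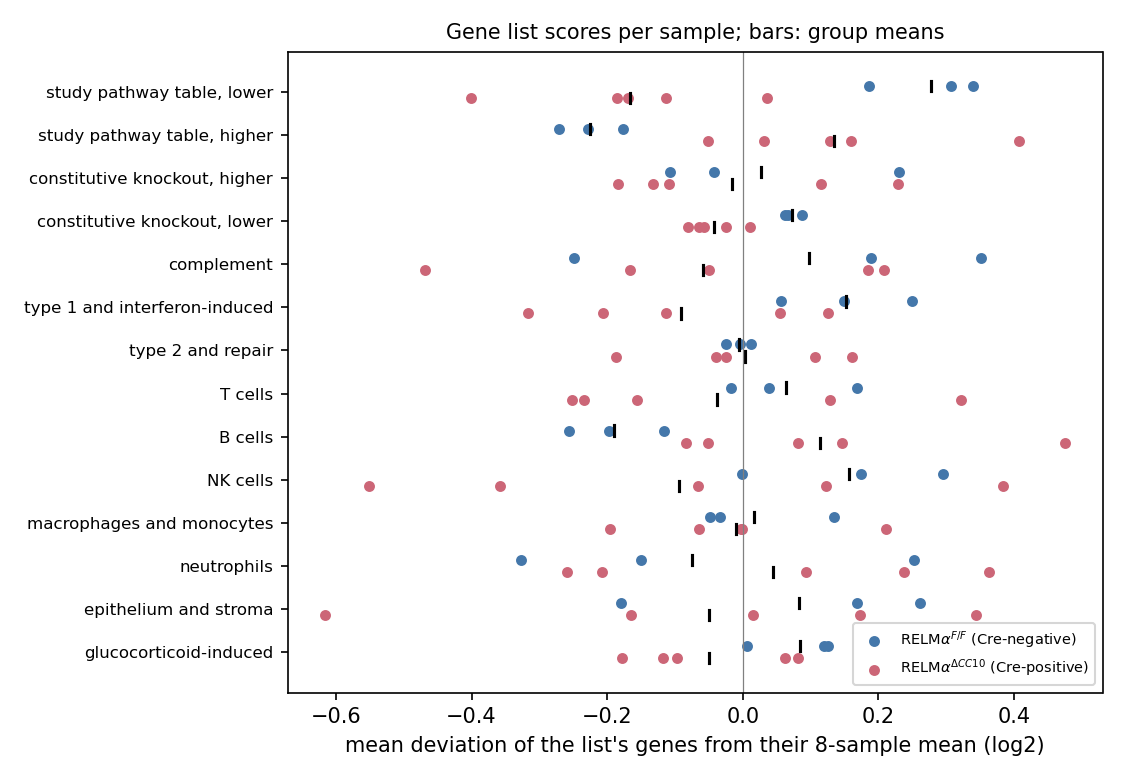
Score of each of the 14 gene lists in each sample (points, coloured by genotype), as the mean log2 deviation of its genes from their mean over the 8 samples; black bars are group means. The scores do not overlap between the genotypes for the genes lower in the constitutive knockout, the study's lower and higher lists and the B-cell list. Those of the other lists do.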

Values the study reported

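For lung cells at day 30 post infection, the study reported that *Fkbp5* was the one gene significantly lower in RELMα ΔCC10 than in RELMα F/F mice, at an adjusted p threshold of 0.05. In the constitutive knockout, which is not analysed here, it reported 83 differentially expressed genes at the same threshold.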

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

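In each of these paragraphs, the tests were chosen after the result was seen. The 5 RELMα ΔCC10 samples were searched for a highest or lowest sample standing apart in 30 values, the 3 RELMα F/F samples being too few. Chance alone finds about 1 in 20, or 1.5 of the 30, and 2 were found, so chance is open for both.

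RELMα ΔCC10 replicate 3 stood apart in its mean distance to the other samples, 13.0 log2 units, where the other RELMα ΔCC10 samples lay between 10.2 and 10.5. The gap was 0.901 of the range of the group. Its lowest genes against the mean of the other samples were led by *C1s* (-1.66), below every other sample. Its highest were led by *Ccl24* (1.33), in which another sample was higher still, and *Trem2* (1.29), above every other sample. These genes were named after their values were seen. A shallow library is argued against by its total of 231419 counts, the 4th lowest of the 8. The deposited scaling is argued against as the whole reason by its distance after rescaling to equal medians, still the highest at 12.1 against 10.2 for the next sample. A lower share of epithelial and stromal cells alone, which would raise the lists of the immune cells alike, is argued against by its NK-cell minus macrophage score of -0.76, outside the -0.16 to 0.45 of the other samples. Its epithelial and stromal score was the lowest in the group, at -0.62. A change in several cell types together, a difference between the pooled experiments, a wrong label and a difference between animals of one genotype remain open, and none of these was tested.

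*Cxcr5* stood apart in RELMα ΔCC10 replicate 4, with 178 scaled counts against 83.9 to 103.4 in the other RELMα ΔCC10 samples. The gap was 0.721 of the range on the log2 scale. A larger share of lymphocytes in this sample is a candidate explanation: the B-cell score without *Cxcr5* was 0.43 there, and this score, the T-cell score (0.32) and the NK-cell score (0.38) were each the highest among the RELMα ΔCC10 samples. Whether such a share would come from the tissue taken, the digestion or the animal was not tested. The direction of *Cxcr5* between the genotypes did not rest on this sample, since the log2 change was still positive in each fit with 1 sample left out (0.46 to 0.73).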

How the results depend on the processing

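The voom weights, the stromal covariate and the counterparts of HLA genes added to the constitutive knockout list were chosen after seeing the data. The other alternatives were set before. The 27 genes other than *Fkbp5* picked by the naming rule kept their direction in all 477 values computed, and their side of the threshold in 476; the exception is *Il23a* with array weights. The share of variance between the genotypes stayed short of the threshold in 14 of 14 alternatives. With the replicate number as a block it could not have passed. The B-cell minus T-cell score was 0.32 to 0.44 in 13 alternatives. Its staying past the threshold says little, since the scores do not overlap between the genotypes, p stayed at the smallest possible value (0.0476 or 0.0286) with 1 sample left out, and rescaling to equal medians cancels in the difference. Of 254 list values, 218 kept both, 10 moved past the threshold, 4 fell short of it and 22 were counted as a change of sign. Of these 22, 1 was 0 but for rounding error, which is no real change of sign. Unless a reason is stated, the cause was not tested.

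The number of genes past an adjusted p of 0.05, 0 in the main setting, was 1 (*Fkbp5*) after rescaling to equal medians, after quantile normalization, with voom weights and with the stromal covariate, and 2 with array weights. It was 0 with each sample left out. *Fkbp5* passed the threshold after rescaling to equal medians (-1.32, adjusted p 0.0210), quantile normalization (-1.29, 0.0240), array weights (-1.24, 0.0404), voom weights (-1.33, 0.0464) and the stromal covariate (-1.20, 0.0201). It did not with no low-value filter (adjusted p 0.335), a pseudocount of 10 (-1.20, 0.101) or an intensity trend (0.117). With 1 sample left out its change was -1.48 to -1.17 and its adjusted p 0.0638 to 0.994. The filter at a mean of 100 left 296 genes and removed *Fkbp5*, so it gave no value. Quantile normalization changed the split of the genes at an unadjusted p under 0.05 from 18 lower and 8 higher to 13 lower and 17 higher. With 1 sample left out the number was 12 to 39; it was 14, 22 and 12 without RELMα F/F replicates 1, 4 and 5.

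The share of genes lower in RELMα ΔCC10 crossed to 48.95% under quantile normalization, which forces the same distribution on every sample. It was 55.6% after rescaling to equal medians and 54.6% to 66.0% with 1 sample left out. The difference in distance within genotypes passed the threshold after rescaling to equal medians (2.80), and was 2.16 to 4.20 with 1 sample left out, passing without RELMα ΔCC10 replicate 2 or 3. It did not pass after quantile normalization (2.23), with no low-value filter (3.42), with the filter at a mean of 100 (2.64) or with a pseudocount of 10 (2.88).

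The number of lists passing camera was 4 to 7 with 1 sample left out, with 7 without RELMα ΔCC10 replicate 4. By fry, 3 in the main setting, it was 0 with the filter at a mean of 100 and 0 to 3 with 1 sample left out, staying at 3 only without RELMα ΔCC10 replicate 3. The list of genes lower in the constitutive knockout passed camera with the stromal covariate (median -0.13, adjusted p 0.0390) and without RELMα ΔCC10 replicate 3 (adjusted p 0.0299). Its median was -0.12 to -0.061 with 1 sample left out, and 2.7e-15 after quantile normalization, which is 0 but for rounding error. The difference in its mean score no longer passed after rescaling to equal medians (-0.090) or quantile normalization (-0.048). With 1 sample left out that difference was -0.13 to -0.11, and it no longer passed without RELMα ΔCC10 replicate 1, 2 or 4. With the mouse counterparts of HLA class II genes added to the list, its median was -0.027 (camera adjusted p 0.703), the difference in score no longer passed (-0.078, exact permutation p 0.0714) and fry passed 0 of the 14 lists. With the class I counterpart as well, the median was -0.031, the difference in score -0.080 (p 0.0536) and fry again passed 0 lists. Without these additions, fry no longer passed this list after rescaling to equal medians or quantile normalization (adjusted p 0.695 and 0.176), and passed the type 1 list instead (0.0460 and 0.0440). By camera, the type 1 list no longer passed with array weights (-0.15) or the stromal covariate (-0.14), and had medians of -0.28 to -0.12 with 1 sample left out.

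Several list medians changed sign. Genes higher in the constitutive knockout moved to 0.0058 after rescaling to equal medians, 0.023 after quantile normalization and 0.027 with array weights, and to between -0.14 and 0.084 with 1 sample left out. Type 2 and repair genes moved to 0.020 after rescaling, 0.050 after quantile normalization, 0.012 with no filter and 0.0046 with array weights, and to between -0.062 and 0.017 with 1 sample left out. Macrophages and monocytes moved to 0.021 after rescaling, 0.056 after quantile normalization, 0.022 with the filter at 100 and 1.67e-04 with a pseudocount of 10, and to between -0.071 and 0.071 with 1 sample left out. Glucocorticoid-induced genes moved to 0.034 with the filter at 100, which removes *Fkbp5*. Complement ranged from -0.25 to 0.034 with 1 sample left out, turning positive without RELMα F/F replicate 1.

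Replicate numbers 1, 4 and 5 occur in both genotypes. The deviations of same-numbered samples from their group means correlated at -0.13, 0.004 and 0.31 across genes. These values show no consistent pairing by number. They cannot decide whether samples of one number share an experiment, since they are few and mixed. Replicates 2 and 3 occur only in RELMα ΔCC10. With the replicate number as a block they drop out of the contrast, and fewer degrees of freedom are left. In that fit *Fkbp5* had a change of -1.30 (adjusted p 0.113), 0 genes passed and fry passed 0 lists. The neutrophil list had a median of -0.053, the other sign. The replicates that drop out had the highest neutrophil scores of the RELMα ΔCC10 samples (0.36 and 0.24). Over the same-numbered pairs alone, the share of variance was 32.7% (exact permutation p 0.75, over swaps of genotype within pairs). With so few pairs no share could pass 0.05, and this share cannot be set against that over all samples. No distance within genotypes can be had. The rescaling to the reference genes and the count-model tests were not run. Counting error limits the genes of low count: the smallest recovered count was 1, and 69 genes fell under the filter.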

Other observations

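The comparisons with other splits for the 2 counts of genes in the main setting and for the lists left after removing those the study chose, and the tests of *Fkbp5* for a glucocorticoid response and for the scaling, were set before their results were seen. The other tests here were chosen afterwards.

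The number of genes past the adjusted threshold here was 0 by limma, with 26 at an unadjusted p under 0.05. That is lower than the value quoted from the study above. The replicate numbers of the RELMα F/F samples here are 1, 4 and 5, and whether the study's own comparison rested on the same samples is not known here. Its component plot for these genotypes appears to show more RELMα F/F samples than are analysed here, so the 2 counts are not a like-for-like comparison. The gene it named is the one with the lowest p here, and it passed the threshold in 5 of 17 alternatives.

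Across the 56 splits of the 8 samples into 3 and 5, 21 gave at least 26 genes at an unadjusted p under 0.05, and the highest number in another split was 121. All 56 gave at least 0 genes past the adjusted threshold, which decides nothing. After rescaling to equal medians, where *Fkbp5* passed, 3 of 56 splits gave at least 1 gene. For none of these counts can chance be excluded. As many lists as the 4 of camera were found in 14 splits, and the median of the other splits was 3. As many as the 3 of fry were found in 2, a share small enough to exclude chance on its face, but 2 of those 3 lists were chosen by the study from its own comparison of these genotypes, which makes the comparison uneven. Without the study's own lists, 36 splits gave as many as the 2 lists left by camera. The type 1 list among them still shares 3 genes with the study's lower list. Fry, adjusted over the 12 lists left, passed 0, which all 56 splits reach. Chance cannot be excluded for either.

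*Fkbp5* was lower in all 5 RELMα ΔCC10 samples. A shift of the scaling between the genotypes is argued against, since the change was still -1.32 and past the adjusted threshold once the medians were equal. A lower share of epithelial and stromal cells as the whole reason is argued against by the change of -1.20 (adjusted p 0.0201) with the stromal score as covariate. Over the alternatives the adjusted p ranged from 0.0201 to 0.994. A lower glucocorticoid response in RELMα ΔCC10 mice may be proposed, as *Fkbp5* is induced by glucocorticoids. The other 13 genes of that list had a mean change of -0.041 (median 0.013, 7 higher and 6 lower, exact permutation p 0.589). Members going both ways leave the response open, since many of these genes have other inducers. Chance remains open too, since 3 of 56 splits gave as many genes after rescaling to equal medians, as does an effect of the genotype itself. A difference between pooled experiments was not tested.

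The B-cell list was higher in RELMα ΔCC10 while the T-cell list was not. The B-cell minus T-cell score was -0.28 to -0.24 in the 3 RELMα F/F samples and 0.02 to 0.33 in the 5 RELMα ΔCC10 samples, a difference of 0.41 (exact permutation p 0.0179, the smallest possible). Lymphoid tissue carried over with both cell types would raise both lists, and this difference argues against it as the whole reason. The B-cell score by itself did not pass the exact permutation test (p 0.0536). As the score was formed after seeing the lists, more B cells in RELMα ΔCC10 lung, in number or in lymphoid aggregates, is a hypothesis only. Fewer T cells and a carry-over of B-cell-rich tissue are open as well.

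The genes lower in the constitutive knockout had non-overlapping scores here, lower in RELMα ΔCC10. The size of the difference and its call rested on which genes the list held. With the mouse counterparts of the HLA class II genes of the same table added, the difference in score was -0.078 (exact permutation p 0.0714) and fry passed 0 lists in place of 3. Of the 19 genes without that addition, 4 are also in the macrophage list and 3 in the glucocorticoid-induced list. A shift of the scaling could contribute: once the medians were equal the difference in score was -0.090 in place of -0.12 and its exact permutation p rose from 0.0179 to 0.357. After quantile normalization it was -0.048 (p 0.125). By camera the list did not pass (adjusted p 0.218). The scaling and a shift of the list cannot be told apart, because part of the difference stayed under both scalings while the call did not. An effect of the genotype on these genes stays open.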
